A study of Mus musculus with 112 samples. Its data were reported in "Identification of tissue‐specific transcriptional markers of caloric restriction in the mouse and their use to evaluate caloric restriction mimetics" (2017).

How the data were processed

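Hearts were taken from male mice of 7 strains that had been fed a control diet or a caloric restriction (CR) diet. The inbred strains were DBA/2J, CBA/J, C57BL/6J, BALB/cJ, C3H/HeJ and 129S1/SvImJ, and B6C3F1/J is the cross of C57BL/6J with C3H/HeJ. Mice were given 84 kcal per week of a purified diet before the diets diverged at 8 weeks of age, and hearts were collected at 22 weeks of age, after 14 weeks and an overnight fast. During the experiment the food of the CR mice of 129S1/SvImJ and C57BL/6J was lowered once more, and BALB/cJ mice were fed more in both arms. Total RNA (5 µg) was labeled with biotin, and each of the 112 arrays (Affymetrix Mouse Gene 1.0 ST) held the RNA of 1 mouse, so p-values measure the spread between mice.

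The deposited values are log2 signals per probe set, which the authors made in Affymetrix Expression Console with the gene-level RMA-Sketch method: background correction, quantile normalization across arrays and summary of the probes of a probe set by median polish. Versions of the software and of its probe annotation are not given in the sources used here. The values were not centered per gene. They ran from 0.463 to 14.2, and the median of an array lay between 5.31 and 5.70. Such signals are relative to the other arrays in the same normalization, so a shift of most genes in 1 direction would be partly removed. Differences of dim genes are compressed by the background that remains in their signal. An array has no read depth, and the number of arrays limits the precision.

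Of the 35556 probe sets, 21789 had 1 gene symbol in the platform annotation, 1621 had several and 12146 were not named there. Gene identifiers of 21698 probe sets matched the mouse gene table of assembly GRCm38.p6, and 0 symbols needed an update. No genome sequence was used and no coordinates are given. Probe sets with several symbols or none were kept out of the gene comparisons. Where a gene had several probe sets (999 genes), the one with the largest mean signal over all arrays stood for it, which left 19938 genes. No filter on signal was applied.

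Each gene was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the log2 scale. Tables were handled with the data.table package (version 1.17.8), and plots were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The model had a mean for each of the 14 groups of 8 mice. The across-strain effect was the mean over the 7 strains of CR minus control. The strain by diet interaction was a moderated F test of the differences between the strain effects. The hybrid contrast was the CR effect in B6C3F1/J minus the mean of the effects in C57BL/6J and C3H/HeJ. Within-strain effects were fitted on the 16 arrays of a strain alone. All tests were 2-sided, adjusted p-values followed Benjamini and Hochberg, and 0.05 was the threshold. Genes at an unadjusted p under 0.01 in a strain formed its strain list, the rule the study used with its t-test, and the number of lists that held a gene was set beside the number that independent lists would give (Poisson-binomial). Correlations of strain effects are across genes, which are not independent replicates.

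The 23 gene lists and 13 lists of cell type markers were written from textbook knowledge. Lists were tested with camera, a competitive test that compares a list with all other genes, with a preset correlation of 0.01 between genes. It was repeated with a correlation estimated for each list and with fry, which tests whether the genes of a list move 1 way on balance. Adjusted p-values of lists are over all 36 lists. The lists of tubulins, of iron and haem genes, of lipogenesis genes (Scd4) and of NRF2 targets (Aox1) hold genes that the study named for heart in these animals, so these members are not independent evidence of a direction. Marker means per array were compared between diets with exact permutation tests over all splits of the 16 arrays of a strain.

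The design, the lists, the alternative settings and the rule for named genes were fixed before the data were examined. The rule took the 12 largest rises and 12 largest falls among genes past the threshold with the same sign in at least 6 of 7 strains, plus the heart genes in the study text (Scd4, Tfrc, Tuba8, Tuba4a, Chrna2). Within a strain it took the 2 largest rises and 2 largest falls past the threshold. For the multi-strain lists it took every gene in at least 6, for the interaction the 8 smallest adjusted p-values, for the hybrid contrast the 4 smallest, and for a list up to 4 members with the smallest across-strain p.

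The alternatives were another round of quantile normalization, centering each array on its median, leaving out genes under the 40th percentile of mean signal (log2 5.21), the mean of a gene's probe sets, array weights, a trended and robust variance model, the replicate number as a block, an ANOVA without moderation, the methods' t-test, all 14 groups in 1 fit, and leaving out strains or arrays. The study left out 1 heart array of the DBA/2J CR group. Its supplement calls the removed heart array unusually outlying, but the labels do not identify it, so all 112 arrays entered the fits. A setting chosen beforehand left out the DBA/2J CR array that correlated least with its group (replicate 7), and its values stand beside each leading count. After the data were seen, fits without each array that stood apart, and fits without DBA/2J CR replicate 7 with the mean signals of the atrial and white adipocyte markers as covariates, were added.

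The fits were tested on simulated data with 200 changed genes among 19938. Across strains, 96% of 50 genes shifted by a log2 of 0.25 and 98% of 50 shifted by 0.5 were recovered. Of the 19538 genes counted as unchanged, which are fewer than all genes outside the 200, 0.0921% were called. For the interaction, 36% were recovered at 0.5 and 96% at 1, and for the hybrid contrast 52% and 96%. Within CBA/J and within 129S1/SvImJ, 56% were recovered at 0.5 and 98% at 1. These percentages were equal although the median residual SD of the heart data was 0.255 in CBA/J and 0.17 in 129S1/SvImJ. They therefore do not describe the noise of a single strain. The main fits also hold DBA/2J CR replicate 7 (SE of Tuba4a across strains 0.102, and 0.0663 without it), so recovery there may differ. For the multi-strain rule, 86% were recovered at 0.5. Camera called 2 of 2 shifted lists and 0 of 34 unshifted lists of these simulated genes, which were independent of each other. In the heart data, with all arrays and diet labels shuffled within strains, it called medians of 11 gene lists and 4 marker lists.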

Results

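Gene expression was measured in the hearts of male mice of 7 strains, each fed a control diet or a CR diet, with 8 mice per strain and diet and 1 array per mouse. The 112 arrays comprised 56 control and 56 CR hearts. The question was which genes of the heart respond to CR, and whether they respond alike in mice of different genetic background. The number of arrays limits the precision. No pair of arrays held identical values, and the highest correlation between 2 arrays was 0.996.

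The median correlation of an array with the mean of the other 7 arrays of its group was 0.993. DBA/2J CR replicate 7 had a correlation of 0.262, against 0.980 for the next lowest array of that group. The 99th percentile of its log2 signals was 8.08, against 11.3 to 11.6 for all other arrays. In 7 of the 14 groups 1 array stood apart from the rest by Dixon's test. The markers of atrial cardiomyocytes varied widely between mice in every strain except 129S1/SvImJ, where their mean log2 signal was 6.17 ± 0.0739 (SD, n = 8) in control and 6.22 ± 0.0591 in CR hearts. In C57BL/6J it was 8.61 ± 1.15 in control and 6.98 ± 1.33 in CR hearts.

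**Figure D1:**
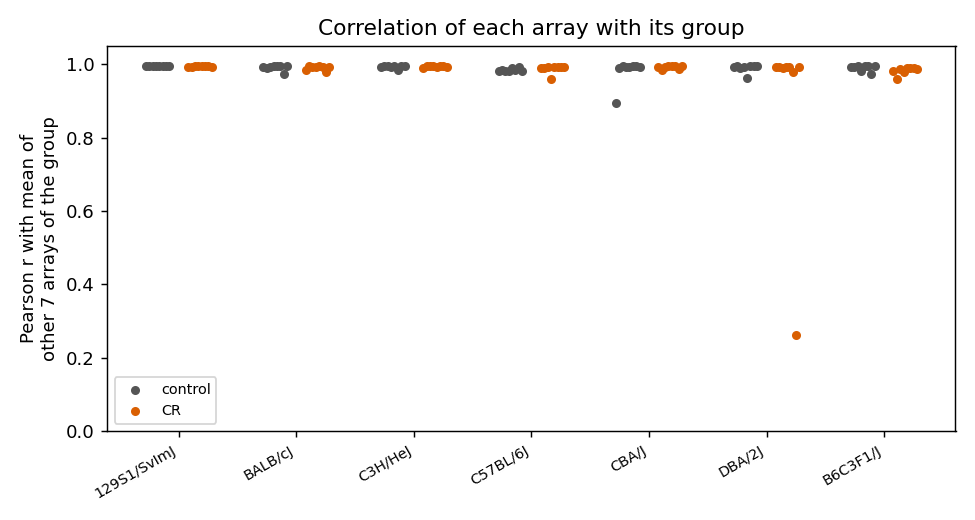
Pearson correlation of each array's log2 signals with the mean of the other 7 arrays of its group (vertical axis), by strain, with control arrays in grey and CR arrays in orange. The DBA/2J CR array at 0.262 lies far below the others, and the CBA/J control array at 0.895 is the next lowest.

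Across the 7 strains, the largest rise among the named genes was that of Tfrc (probe set 10435075), the transferrin receptor that takes up iron. Its log2 signal rose from 6.71 to 8.28, a difference of 1.57 ± 0.125 (SE, 56 control and 56 CR hearts) or 2.97-fold (limma, adjusted p = 2.94e-18), with a higher mean in CR in 7 of 7 strains. A pair of alpha tubulins followed, Tuba4a (10355806) with 0.99 ± 0.102 and Tuba8 (10541301) with 0.85 ± 0.106. Alas1 (10596454), the first enzyme of haem synthesis, rose by 0.84 ± 0.107 and Car14 (10500283), a membrane carbonic anhydrase, by 0.61 ± 0.0935. The largest fall among them was that of Scd4 (10463361), a stearoyl-CoA desaturase, with -0.96 ± 0.0911 or 1.95-fold (adjusted p = 1.38e-14).

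Further genes that rose were Lyve1 (0.54 ± 0.0753), a hyaluronan receptor of lymphatic endothelium and some macrophages, the glutathione transferase Gsta3 (0.50 ± 0.0629), the cardiac gene Lrrc10 (0.50 ± 0.0884), Fbxl22 (0.49 ± 0.0638), Lonrf3 (0.47 ± 0.0633), Nrn1 (0.46 ± 0.0714) and Dhrs7c (0.46 ± 0.0642). Among genes that fell were Gclm (10495763, -0.66 ± 0.0591), which encodes a subunit of the enzyme that starts glutathione synthesis, Aox1 (10346374, -0.64 ± 0.0610), an aldehyde oxidase, and Slc40a1 (10354374, -0.57 ± 0.0491), the iron exporter ferroportin. Catalase (Cat) fell by 0.53 on the log2 scale (SE 0.0772). The acyl-CoA thioesterases Acot2 (-0.69 ± 0.0987) and Acot1 (-0.55 ± 0.0743) and the fatty acid transporter Slc27a1 (-0.53 ± 0.0902) also fell, as did Rnase1 (-0.73 ± 0.0817), the clock repressor Nr1d1 (-0.71 ± 0.0959), Retsat (-0.57 ± 0.0678), the interferon-inducible GTPase Iigp1 (-0.54 ± 0.0996) and the nicotinic receptor subunit Chrna2 (-0.39 ± 0.0507). The mean effect had the same sign in 7 of 7 strains for each of these genes except Acot1 and Iigp1, with 6 of 7. The highest adjusted p among them was 6.62e-05 (Iigp1). With the atrial and white adipocyte marker means as covariates, and without DBA/2J CR replicate 7, each of these 25 genes passed the threshold. The call for Lrrc10 ended when C57BL/6J was left out (adjusted p = 0.0590).

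In total 547 genes were higher and 519 lower in CR hearts, 1066 of 19938 (limma, adjusted p under 0.05), or 51.3% higher. Without DBA/2J CR replicate 7 the count was 2399, with 1534 higher and 865 lower, and it included all 1066. Without CBA/J control replicate 1, 685 genes were higher and 844 lower. Left out in turn, the other 5 arrays that stood apart moved neither number by 1.5 times. With all arrays and a preset correlation camera called 12 gene lists and 3 marker lists. With diet labels shuffled within strains, also with all arrays, it still called medians of 11 and 4. Each call is therefore given with the p at an estimated correlation.

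PPAR-alpha target genes, which govern fatty acid use in a fast, fell across strains. Of 19 measured members 0 rose and 7 fell, with 10 lower adjusted over the list alone (camera, adjusted p = 2.47e-09, and adjusted p = 0.0250 with an estimated correlation). They included Acot1, Acot2, the malonyl-CoA decarboxylase gene Mlycd (-0.41) and the peroxisomal gene Pex11a (-0.27). The mean over the list was -0.57 in 129S1/SvImJ, -0.40 in B6C3F1/J, -0.27 in C57BL/6J and -0.41 in DBA/2J (-0.15 without CR replicate 7), while it was 0.06 in BALB/cJ and 0.11 in CBA/J. The atrial marker mean differed between diets by 0.05 in 129S1/SvImJ, 0.92 in B6C3F1/J and -1.63 in C57BL/6J. Of 19 fatty acid oxidation enzymes, 0 rose and 2 fell (also 2 adjusted over the list alone), Cpt2 (-0.30) and the carnitine carrier Slc25a20 (-0.19). Their camera call (adjusted p = 0.000217) was lost with an estimated correlation (adjusted p = 0.761). In the fit without DBA/2J CR replicate 7, 5 of these enzymes fell, with 6 lower adjusted over the list alone.

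Tubulins rose, and among genes controlled by NRF2, the regulator of antioxidant defence, more fell than rose. Among 12 tubulins 5 rose and 0 fell, with 6 higher adjusted over the list alone, including Tuba4a, Tuba8, Tubg1 (0.32) and Tubb6 (0.29). The list was called higher by camera (adjusted p = 2.83e-10, and adjusted p = 1.97e-05 with an estimated correlation). The study named Tuba4a and Tuba8 from these hearts, so the list is not independent evidence of its direction. Among 16 NRF2 targets 6 fell, 1 rose and 9 were not called, with 10 lower and 1 higher adjusted over the list alone (adjusted p = 1.96e-09, and adjusted p = 0.0254 with an estimated correlation). Gclm, Aox1 and Cat fell and Gsta3 rose, and Aox1 was likewise named by the study.

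Extracellular matrix and interferon response genes fell in the test with a preset correlation. Of 28 matrix genes 0 rose and 8 fell, with 15 lower adjusted over the list alone, among them the basement membrane collagens Col4a1 (-0.29) and Col4a2 (-0.28), Loxl1 (-0.28), which crosslinks elastin, and Col6a1 (-0.16). The call (camera, adjusted p = 5.85e-10) was lost with an estimated correlation (adjusted p = 0.334). Of 21 interferon response genes 0 rose and 8 fell, with 14 lower adjusted over the list alone, including Ifit1 (-0.26), Oas2 (-0.24), Parp14 (-0.23) and Oasl2 (-0.17). This call too (adjusted p = 1.96e-09) was lost with an estimated correlation (adjusted p = 0.0773). The lowest strain means of both lists were those of C57BL/6J, -0.38 and -0.37, the strain whose atrial and white adipocyte markers differed most between diets (-1.63 and -0.94). In CBA/J both means were above 0, at 0.17 for interferon response genes (18 of 21 members higher) and 0.03 for matrix genes.

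The lists of cell cycle genes and of MHC class II and complement genes were called lower with the preset correlation as well. Of 21 cell cycle genes 0 rose and 5 fell, with 6 lower adjusted over the list alone (camera, adjusted p = 2.39e-06, and adjusted p = 0.700 with an estimated correlation), including Mki67 (-0.35), a marker of proliferating cells, the cyclins Ccna2 (-0.35) and Ccnb2 (-0.32), and Kif20a (-0.16). Leaving out DBA/2J CR replicate 7, 12 were lower adjusted over the list alone. Their means were lowest in DBA/2J (-0.42) and BALB/cJ (-0.36), and in B6C3F1/J it was 0.07. In DBA/2J and BALB/cJ the lymphocyte marker mean of 1 control array each was far above that of the rest (7.87 in DBA/2J control replicate 5 and 7.17 in BALB/cJ control replicate 7, with the others of both groups between 4.42 and 4.81). Without the 7 arrays that stood apart the cell cycle list was still called lower with the preset correlation (camera, adjusted p = 0.000111). Of 12 MHC class II and complement genes 0 rose and 2 fell, H2-Eb1 (-0.32) and H2-Ab1 (-0.30), with 5 lower adjusted over the list alone (adjusted p = 0.00221, and adjusted p = 0.700 with an estimated correlation), and 4 fell without DBA/2J CR replicate 7. In C57BL/6J, where the markers of macrophages (-0.28) and of lymphocytes (-0.26) were also lower, the list mean was -0.75. In CBA/J it was 0.06 and in DBA/2J 0.01 (0.15 without CR replicate 7), and without the 7 arrays that stood apart the call ended (camera, adjusted p = 0.137).

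A set of 4 further lists was called lower, but each call ended both with an estimated correlation (adjusted p = 0.761 for each) and without DBA/2J CR replicate 7. Cytosolic heat shock genes had 0 of 18 higher and 3 lower (1 and 5 adjusted over the list alone), which were Hspa1a (-0.42), Hsp90aa1 (-0.34) and Dnaja1 (-0.28), with a camera adjusted p of 0.00720 (0.144 without the array, where 2 were higher and 6 lower by either adjustment). Of 21 autophagy and lysosome genes 0 rose and 2 fell (also 2 adjusted over the list alone), the autophagy receptors Sqstm1 (-0.50) and Bnip3 (-0.40), with an adjusted p of 0.0190 (0.147 without the array, where 1 was higher and 2 lower, or 2 and 2 adjusted over the list alone). Among 18 FoxO and atrophy genes Sesn1 rose (0.27) and Fbxo21 (-0.18) and Foxo4 (-0.11) fell, with 1 higher and 3 lower adjusted over the list alone (adjusted p = 0.0284, and 0.206 without the array). Among 16 cardiac stress and fetal programme genes Mybpc2 fell (-0.33), the 1 lower gene also adjusted over the list alone (adjusted p = 0.0226, and 0.258 without the array, where 1 was higher and 2 lower by either adjustment).

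**Figure D2:**
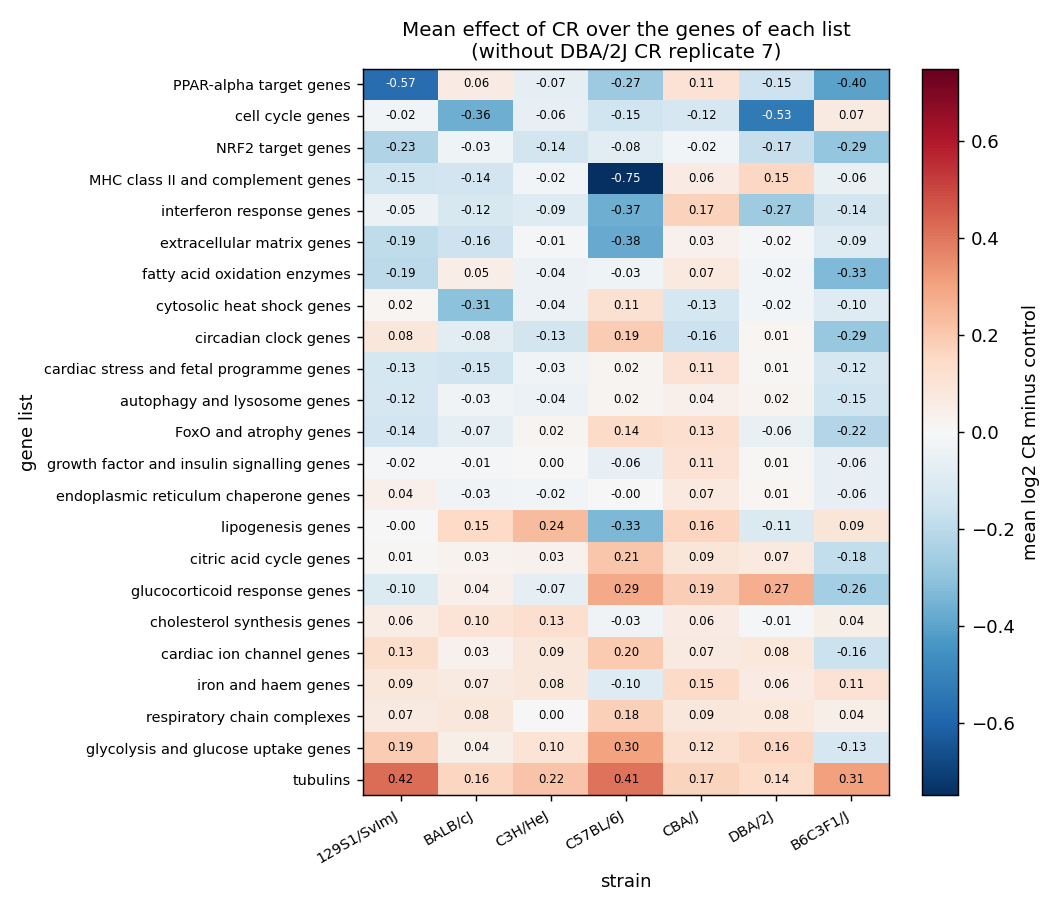
Mean log2 difference between CR and control hearts over the genes of each of the 23 gene lists (vertical axis) in each of the 7 strains (horizontal axis), without DBA/2J CR replicate 7, with blue for lower and red for higher in CR. Tubulins were above 0 in every strain, and PPAR-alpha targets ran from -0.57 in 129S1/SvImJ to 0.11 in CBA/J.

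The lists of energy metabolism genes outside fatty acid use were not called by camera with all arrays. Of 58 respiratory chain genes 0 were called either way, also adjusted over the list alone (camera, adjusted p = 0.870, direction up, with a list mean of -0.00778). Without DBA/2J CR replicate 7, 15 rose and 0 fell (26 and 0 adjusted over the list alone) and the list was called higher (adjusted p = 1.94e-09, and adjusted p = 0.584 with an estimated correlation). Of 21 glycolysis and glucose uptake genes Pfkfb2 (0.39) and Pfkp (0.22) rose and 0 fell, also adjusted over the list alone (adjusted p = 0.229). Without the array 7 rose, or 8 adjusted over the list alone (adjusted p = 2.47e-05, and adjusted p = 0.416 with an estimated correlation). Of 17 citric acid cycle genes 0 were called, also adjusted over the list alone (adjusted p = 0.330), and 3 rose without the array.

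Lipid and sterol synthesis genes moved both ways. Of 19 lipogenesis genes 0 rose and 2 fell, Scd4 and Gpam (-0.51), with 3 lower adjusted over the list alone (camera, adjusted p = 0.527, direction down). The study named Scd4 from these hearts, so this member is not independent evidence of a direction. Of these genes 1 was higher and 2 were lower without DBA/2J CR replicate 7, or 3 and 3 adjusted over the list alone. The mean of this list was -0.00313 and its median 0.0762. With the atrial and white adipocyte marker means as covariates and without DBA/2J CR replicate 7 it was called higher (adjusted p = 0.00495). Without covariates, camera with an estimated correlation gave an adjusted p of 0.9415 (direction down), and 0.982 without that array. Of 18 cholesterol synthesis genes Idi1 (0.25), Msmo1 (0.16) and Ebp (0.15) rose and Fdft1 fell (-0.23), with 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.0712, and 0.00421 with the covariates). For this list camera with an estimated correlation and no covariates gave 0.761, and 0.5835 without DBA/2J CR replicate 7.

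Iron and haem genes held members that moved far in opposite directions. Of 25 measured, 2 rose, Tfrc and Alas1, and 3 fell, including Slc40a1 and the ferroxidase Cp (-0.31), with 4 higher and 4 lower adjusted over the list alone (camera, adjusted p = 0.731, direction down). These counts were 5 and 5 without DBA/2J CR replicate 7, or 6 and 6 adjusted over the list alone, and the direction was up. The list mean was 0.0270 and its median -0.0623. Of 17 circadian clock genes 3 rose and 4 fell, with 4 higher and 7 lower adjusted over the list alone (adjusted p = 0.131). Cry1 rose (0.25) and Nr1d1, Arntl (-0.33) and Bhlhe41 (-0.23) fell.

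The remaining gene lists held few called members. Kcne1 (0.37) and Kcnq1 (0.20), which form the slow delayed rectifier potassium channel, rose among 20 cardiac ion channel genes and 0 fell, with 3 higher and 0 lower adjusted over the list alone (camera, adjusted p = 0.105). Among 19 glucocorticoid response genes Mt1 rose (0.19) and 0 fell, also adjusted over the list alone (adjusted p = 0.681). Xbp1 fell (-0.23) among 20 endoplasmic reticulum chaperone genes (2 lower adjusted over the list alone, camera adjusted p = 0.280), and Socs2 fell (-0.19) among 20 growth factor and insulin signalling genes (2 lower adjusted over the list alone, camera adjusted p = 0.151). The balance of the chaperone genes turned without DBA/2J CR replicate 7, with 4 higher and 1 lower, or 5 and 3 adjusted over the list alone. Without it 5 ion channel genes were higher and 0 lower (7 and 0 over the list alone), 2 glucocorticoid response genes were higher and 0 lower (4 and 0), and 2 growth factor genes were higher and 2 lower (2 and 4).

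Some of these members lost their call when 1 array that stood apart was left out. Without DBA/2J control replicate 5 these were Sesn1 (0.25), Mt1 (0.17), H2-Ab1 (-0.28) and Folr2 (0.22). Without BALB/cJ control replicate 7 they were H2-Ab1 (-0.29), Fbxo21 (-0.18), Socs2 (-0.18) and Folr2 (0.22). Without C57BL/6J CR replicate 4 they were Cdh5 (-0.31), Fbxo21 (-0.18) and Folr2 (0.21). Without B6C3F1/J CR replicate 2 they were Cdh5 (-0.31), H2-Ab1 (-0.30), Folr2 (0.21), Socs2 (-0.18) and Fbxo21 (-0.17), and without C3H/HeJ control replicate 6 Socs2 (-0.18).

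With the preset correlation, markers of endothelial cells and white adipocytes were called lower in CR hearts, and those of macrophages higher, in the mean over strains. Of 13 endothelial markers 0 rose and 3 fell, Cdh5 (-0.34), Tie1 (-0.24) and Cldn5 (-0.19), with 4 lower adjusted over the list alone (camera, adjusted p = 0.000733, and adjusted p = 0.700 with an estimated correlation). Of 13 white adipocyte markers Pnpla2 (-0.41), Lipe (-0.35) and Fabp4 (-0.30) fell, also 3 adjusted over the list alone (adjusted p = 0.0284, and adjusted p = 0.761 with an estimated correlation). Of 18 macrophage markers Folr2 rose (0.22), with 4 higher adjusted over the list alone (adjusted p = 0.0171, and adjusted p = 0.761 with an estimated correlation). The macrophage count was 7 without DBA/2J CR replicate 7, and 5 white adipocyte markers were lower adjusted over the list alone. The white adipocyte call ended without the 7 arrays that stood apart (camera, adjusted p = 0.0512). The strain means differed in sign, which was not tested. The mean of the white adipocyte markers was -0.94 in C57BL/6J, -0.26 in DBA/2J (-0.15 without CR replicate 7) and -0.10 in 129S1/SvImJ, but 0.23 in B6C3F1/J, 0.19 in C3H/HeJ, 0.10 in CBA/J and 0.04 in BALB/cJ. In CBA/J single arrays were high, namely control replicate 1 (8.19, other controls 6.48 to 6.63) and CR replicates 2 (8.13) and 3 (7.54). The mean of the macrophage markers was -0.28 in C57BL/6J and -0.05 in BALB/cJ and above 0 in the other 5 strains, up to 0.33 in B6C3F1/J. That of the endothelial markers was 0.10 in CBA/J and below 0 in the other 6 strains. Its sign in CBA/J is uncertain, because control replicate 1 was low (7.16, the other control arrays 8.27 to 8.53, CR mean 8.40).

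The other 10 marker lists were not called. Adjusted p-values (camera) were 0.807 for erythroid cells (4 measured), 0.470 for brown adipocytes (10), 0.986 for atrial cardiomyocytes (10), 0.731 for ventricular cardiomyocytes (12), 0.252 for skeletal muscle (12), 0.342 for fibroblasts (14), 0.105 for smooth muscle and pericytes (12), 0.0928 for lymphocytes (12), 0.717 for mesothelium (10) and 0.894 for Schwann and neural cells (8). Lymphocyte markers were called lower without DBA/2J CR replicate 7 (0.0475, and adjusted p = 0.716 with an estimated correlation), but not without all 7 arrays that stood apart (0.300). Single members were called in 2 of these lists, Col3a1 (-0.22) for fibroblasts and Cdh19 (0.38) for Schwann cells. Adjusted over the list alone, 1 brown adipocyte marker was higher and 1 lower, 2 smooth muscle markers were lower, 1 fibroblast marker was lower and 1 Schwann marker was higher. In the fit without DBA/2J CR replicate 7, 1 brown adipocyte and 2 ventricular markers were higher and 0 lower, and 1 smooth muscle marker was higher and 1 lower, by either adjustment. The atrial list had a mean of 0.0110 and a median of -0.00932, and the Schwann list a mean of 0.0125 and a median of -0.0415 with the test direction down. Of the markers, 1 brown, 1 atrial, 3 ventricular and 2 fibroblast genes also belonged to another list. Signals above the median gene of these hearts were found for 9 white adipocyte, 5 brown adipocyte, 6 atrial, 12 ventricular, 2 skeletal muscle, 13 endothelial, 14 fibroblast, 11 smooth muscle, 15 macrophage, 1 lymphocyte, 6 mesothelium, 2 Schwann and 2 erythroid markers.

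Marker means of atrial cardiomyocytes differed most between diets in C57BL/6J, by -1.63 (2-sided exact permutation test, p = 0.0239, adjusted p = 0.335 over 14 tests). White adipocyte markers differed there by -0.94 (exact p = 0.0914, adjusted p = 0.512). In B6C3F1/J the atrial difference was 0.92 (exact p = 0.219, adjusted p = 0.512). The signal of Nppa, the atrial natriuretic peptide gene, was 12.8 ± 1.02 (SD, n = 8) in control and 11.4 ± 1.31 in CR hearts of C57BL/6J, and that of the atrial myosin light chain Myl4 was 12.2 ± 1.65 and 9.40 ± 2.78.

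**Figure D3:**
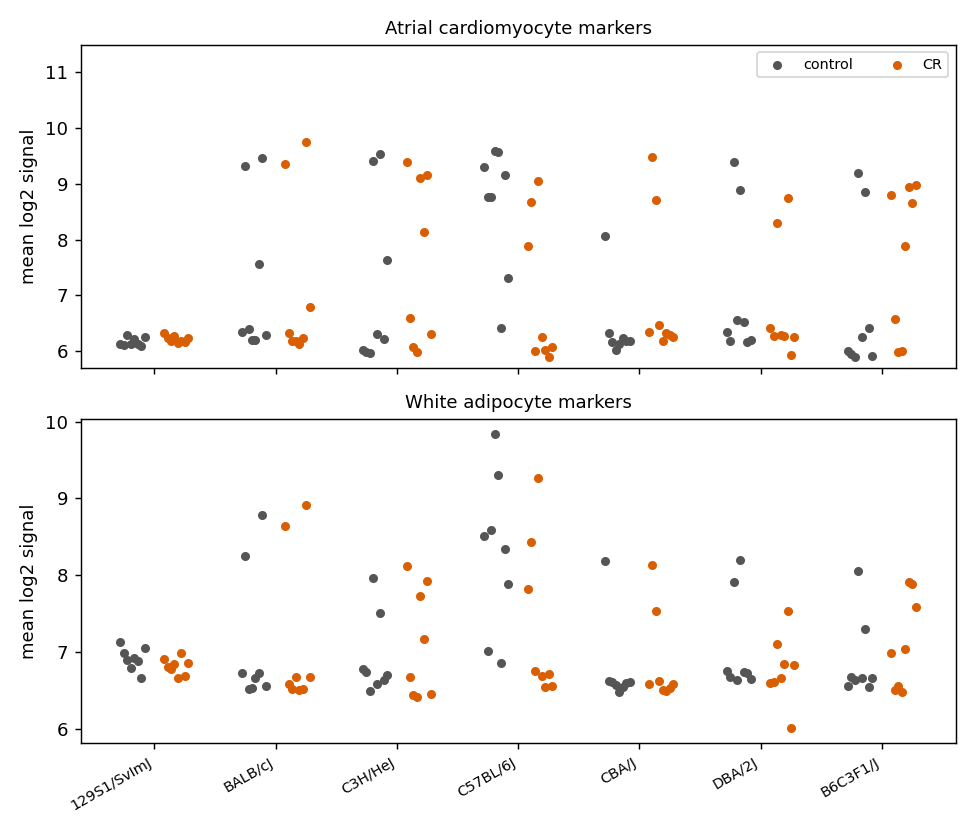
Mean log2 signal of atrial cardiomyocyte markers (top) and white adipocyte markers (bottom) on each array, by strain, with control in grey and CR in orange. Values of 129S1/SvImJ lie close together, whereas the other strains hold arrays both near 6 and near 9 for the atrial markers.

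Within single strains, 774 genes rose and 587 fell in 129S1/SvImJ (1361 by limma at an adjusted p under 0.05), the highest count when each strain was fitted alone. The order turned under other fits. With all 14 groups in 1 fit 140 genes were called in 129S1/SvImJ, 774 in B6C3F1/J and 256 in C57BL/6J, and with array weights 1421, 4255 and 2072. In 129S1/SvImJ Tfrc rose by 2.64 ± 0.316 on the log2 scale (SE, 8 control and 8 CR mice) and Tuba4a by 1.77 ± 0.129, and Rnase1 (-1.59 ± 0.125) and Acot1 (-1.56 ± 0.158) fell, with adjusted p-values of 3.15e-05 or less. With the atrial and white adipocyte marker means as covariates the count was 321. No single array moved it beyond 1027 to 1521. Between diets, the endothelial marker mean differed by -0.20 and the macrophage one by 0.20 (15 of 18 members higher) in this strain.

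In B6C3F1/J, 42 genes rose and 139 fell. Tfrc rose by 2.55 ± 0.176 (limma, adjusted p = 2.25e-07), while Scd4 (-1.59 ± 0.163, adjusted p = 4.41e-05) and the centrosomal gene Tacc2 (-1.48 ± 0.280, adjusted p = 0.0173) fell. The olfactory receptor gene Olfr910 passed as higher (1.09 ± 0.238, adjusted p = 0.0344), but its log2 signals of 2.22 in control and 3.31 in CR hearts were dim (the 40th percentile of genes was 5.21) and not shown to be above background, so the size of this difference is uncertain. Beside these, marker means differed by 0.92 for atrial cardiomyocytes, 0.54 for mesothelium (10 of 10 members higher), 0.33 for macrophages (17 of 18) and -0.35 for endothelial cells, where CR replicate 2 was low (7.22, the other CR arrays 8.04 to 8.38). With the covariates 88 genes were called. The calls of Olfr910 (1.12, adjusted p = 0.0810) and Tacc2 (-1.47, adjusted p = 0.0502) ended, although their effects hardly changed. They also ended with the methods' t-test on linear signals (adjusted p = 0.144 and 0.0566), and that of Olfr910 on log2 values (0.0725). After another quantile normalization 59 genes were higher and 106 lower. Leaving out any 1 array other than CR replicates 2 and 8 moved the total of 181 by over 1.5 times, from 54 without control replicate 5 to 1628 without control replicate 7. The call of Olfr910 ended without any 1 of control replicates 1, 2, 3, 5, 6 and 8 and CR replicates 4, 5, 6 and 7 (1.00 to 1.11).

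In C57BL/6J, 30 genes rose and 20 fell. Tuba4a (1.93 ± 0.174, limma, adjusted p = 1.82e-05) and Lrrc10 (1.80 ± 0.238, adjusted p = 0.00152) rose, and Scd4 (-1.72 ± 0.199, adjusted p = 0.000522) and the MHC class II gene H2-Ab1 (-1.31 ± 0.201, adjusted p = 0.00592) fell. Beside these, marker means differed by -1.63 for atrial cardiomyocytes, -0.94 for white adipocytes, -0.71 for brown adipocytes, -0.65 for mesothelium and 0.50 for ventricular cardiomyocytes. With the covariates 18 genes were called. The call of H2-Ab1 ended (adjusted p = 0.0674), although its effect stayed at -1.31. With the methods' t-test on linear signals the call of H2-Ab1 ended as well (0.0762), as did that of Scd4 (0.0512). That test called 30 genes higher and 5 lower. With arrays centred on their median 50 genes were higher and 15 lower. The total of 50 was 913 without CR replicate 4, 86 without control replicate 1, 23 without control replicate 5 or CR replicate 1 or 6, 24 without CR replicate 3, 18 without CR replicate 5, 25 without CR replicate 7 and 30 without CR replicate 8.

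In C3H/HeJ, 5 genes rose and 6 fell. Tfrc (2.00 ± 0.240, limma, adjusted p = 0.00178) and Alas1 (0.94 ± 0.141, adjusted p = 0.0197) rose, and Gclm (-0.66 ± 0.116, adjusted p = 0.0326) and Slc40a1 (-0.64 ± 0.109, adjusted p = 0.0326) fell. With the covariates 70 genes were called, and with arrays centred on their median 3 were higher and 6 lower. The methods' t-test called 4 genes on log2 values and 2 on linear signals, where Alas1 (adjusted p = 0.0876 and 0.0672), Gclm (0.0988 and 0.147) and Slc40a1 (0.0930 and 0.108) did not pass. All 14 groups in 1 fit gave 2 genes, without Alas1 (adjusted p = 1.00) and Gclm (0.199). Beside these genes, marker means differed by 0.46 for atrial cardiomyocytes (9 of 10 members higher) and 0.19 for white adipocytes (8 of 13). Leaving out any 1 array moved the total of 11, from 1 (control replicates 2 and 5, CR replicates 3 and 4, each of which also ended the call of Alas1, at 0.91 to 0.95) to 30 (control replicate 6). The call of Gclm ended without any 1 array except control replicate 6, with effects from -0.69 to -0.60, and that of Slc40a1 without any 1 array except control replicates 4 and 6 and CR replicate 8, with effects from -0.67 to -0.60.

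In CBA/J, 2 genes rose and 1 fell. They were Lonrf3 (0.90 ± 0.141, limma, adjusted p = 0.0266), Gsta3 (0.68 ± 0.0901, adjusted p = 0.00447) and the clock gene Ciart (-1.12 ± 0.146, adjusted p = 0.00447). With the covariates 23 genes were called. After another quantile normalization 1 gene was higher and 6 lower, and with arrays centred on their median 2 were higher and 2 lower. The renewed normalization ended the call of Gsta3 (adjusted p = 0.122), as did all 14 groups in 1 fit (0.134). The methods' t-test on linear signals called 1 gene, without Lonrf3 (adjusted p = 0.106) and Ciart (0.0572), and on log2 values Lonrf3 did not pass (0.0526). Beside these genes, marker means differed by 0.60 for atrial cardiomyocytes (9 of 10 members higher), 0.24 for mesothelium (8 of 10) and 0.21 for macrophages (16 of 18). The atrial mean was high in CR replicates 2 (9.48) and 3 (8.71) and in control replicate 1 (8.07), with all other arrays from 6.01 to 6.46. The total of 3 was 80 without control replicate 1 and 5 without control replicate 8 or CR replicate 7, and the call of Lonrf3 ended without any 1 of control replicates 2, 3, 4 and 7 and CR replicates 2, 3, 5 and 6 (0.84 to 0.90).

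In BALB/cJ 0 genes passed (limma, with 1300 at an unadjusted p under 0.05), as with the methods' t-test, array weights and the fit of all 14 groups. BALB/cJ was the strain whose food was raised in both arms. The paper reports that it was the only strain whose body weight was not significantly lower in CR. The paper relates this to a tendency of BALB/cJ to show the fewest expression changes. The strain still entered the mean over 7 strains. In DBA/2J 0 genes passed (limma, with 289 at an unadjusted p under 0.05, 0 with the methods' t-test, 41 with array weights and 56 with all 14 groups in 1 fit). Without CR replicate 7 of DBA/2J, 2 genes rose. A difference between these counts does not test whether strains differ.

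Genes that recurred in several strains were far more numerous than independent lists would give. At an unadjusted p under 0.01, the strain lists held 2072 genes in 129S1/SvImJ, 1503 in B6C3F1/J, 849 in C57BL/6J, 404 in C3H/HeJ, 317 in BALB/cJ, 312 in CBA/J and 47 in DBA/2J. Of all genes, 56 were in at least 4 of 7 lists (0.668 expected) and 18 in at least 5 (0.00872 expected). Of the 56, 55 changed in 1 direction in every list that held them, 37 up and 18 down, and 49 were also called across strains. The 5 genes in at least 6 lists were Scd4, Gclm and Aox1, each lower, and Car14 and Hpf1 (0.35 ± 0.0375), which encodes a partner of the enzyme PARP1, each higher. The other 13 genes in at least 5 lists, named after their values were seen, were Tfrc, Tuba4a, Tuba8, Gsta3, Dhrs7c and Timm22 (0.27), which were higher, Slc40a1, Cat, Rnase1, Nr1d1, Chrna2 and Calr3 (-0.42), which were lower, and Bhlhe41 (-0.23), which was higher in 1 list and lower in 4.

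Without DBA/2J CR replicate 7 the counts were 78 in at least 4, 28 in at least 5 and 10 in at least 6 lists, and Car14 was in all 7. With the marker covariates as well they were 116, 48 and 17. Without 1 array the strain lists changed by over 1.5 times in B6C3F1/J (963 without control replicate 1, 970 without control replicate 5, 2714 without control replicate 7, 2370 without CR replicate 1), BALB/cJ (210 without CR replicate 3), C57BL/6J (1894 without CR replicate 4), CBA/J (730 without control replicate 1) and DBA/2J (31 without control replicate 1, 251 without CR replicate 7).

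**Figure D4:**
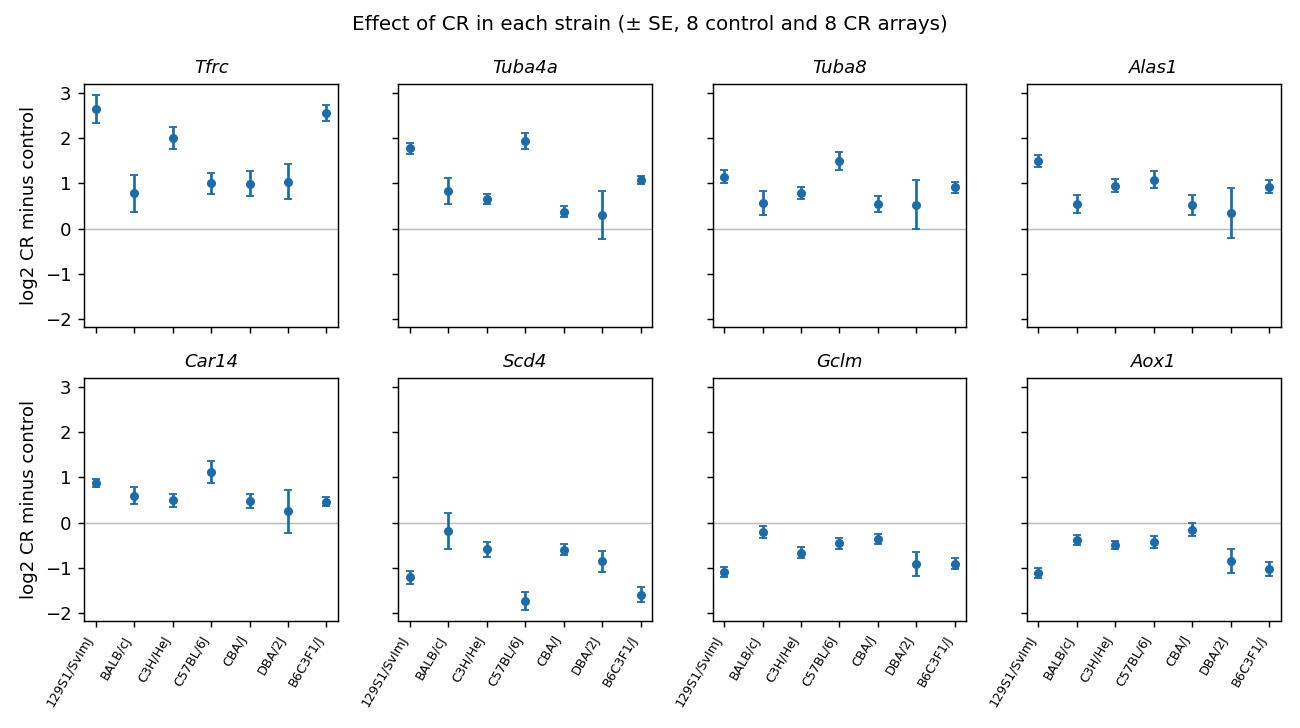
Log2 difference between CR and control hearts (vertical axis, points with ± SE bars, 8 control and 8 CR arrays per strain) of 8 genes in each of the 7 strains. Tfrc, Tuba4a, Tuba8, Alas1 and Car14 lie above 0 and Scd4, Gclm and Aox1 below 0 in 7 of 7 strains.

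The size of the response to CR differed between strains for 30 genes (limma F test of the strain by diet interaction, adjusted p under 0.05; 1726 at an unadjusted p under 0.05). The uncoupling protein gene Ucp3 fell in 129S1/SvImJ (-1.13 ± 0.184), while its effect in CBA/J was 1.12 ± 0.225 (interaction adjusted p = 4.80e-05; the CBA/J effect itself did not pass, adjusted p = 0.147). Angptl4, which inhibits lipoprotein lipase, had effects of -1.44 ± 0.212 in 129S1/SvImJ and 0.93 ± 0.233 in CBA/J (4.80e-05; CBA/J alone, adjusted p = 0.320). Acot1 ranged from -1.56 in 129S1/SvImJ to 0.12 in BALB/cJ (0.000200) and Abhd1 from -1.18 in 129S1/SvImJ to 0.19 in C57BL/6J (5.09e-05). The potassium channel subunit Kcne1 ranged from 1.42 in 129S1/SvImJ to -0.20 in CBA/J (9.60e-05) and Wfdc1 from 1.02 to 0.07 in the same strains (0.00147). Clmp ranged from -0.74 in 129S1/SvImJ to 0.17 in BALB/cJ (0.000827), and Ciart from -1.12 in CBA/J to 0.80 in C57BL/6J (0.000741).

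The interaction was also past the threshold for genes whose mean effect had the same sign in 7 of 7 strains, namely Slc40a1 (adjusted p = 0.00152), Lrrc10 (0.00594), Tfrc (0.0289), Tuba4a (0.0318) and Scd4 (0.0401). Without 129S1/SvImJ 3 genes had an interaction, and the calls of Angptl4 (0.0623), Acot1 (0.280), Clmp (0.324), Kcne1 (0.635) and Wfdc1 (0.641) ended, while that of Ciart ended without CBA/J (0.139) or C57BL/6J (0.0757). The count was 142 without DBA/2J CR replicate 7 and 91 without C57BL/6J CR replicate 4, 219 with the marker covariates, 15 without the strain C57BL/6J and 11 without CBA/J.

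Correlations of the strain effects across genes, which are not independent replicates, averaged 0.153 over the 21 pairs of strains, and 17 were above 0. The highest was that of 129S1/SvImJ with B6C3F1/J (Pearson r = 0.437), followed by 129S1/SvImJ with C3H/HeJ (0.420). The lowest was that of CBA/J with DBA/2J (-0.381), and without DBA/2J CR replicate 7 the lowest was that of C57BL/6J with its own cross B6C3F1/J (-0.166), the pair whose atrial marker means differed by -1.63 and 0.92 between diets. Spearman's rho ranged from -0.452 to 0.390. Over the genes called across strains the mean r was 0.643, with every pair between 0.431 and 0.826, but these genes were chosen for a shared effect.

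The hybrid B6C3F1/J was compared with the mean of its parents C57BL/6J and C3H/HeJ. Its CR effect was lower for Cul9 (-0.65 ± 0.129, limma, adjusted p = 0.0190), Tbc1d22a (-0.55 ± 0.110, adjusted p = 0.0190) and Aldh4a1 (-0.81 ± 0.170, adjusted p = 0.0233), a mitochondrial enzyme of proline breakdown, and higher for the olfactory receptor gene Olfr1045 (1.29 ± 0.256, adjusted p = 0.0190). Olfr1045 was dim, with mean log2 signals of 2.88 in control and 2.95 in CR hearts of all strains (percentile 5.15 of the genes), and not shown to be above background, so the size of its difference is uncertain. The effects in B6C3F1/J itself were -0.65 (Cul9), -0.55 (Tbc1d22a), -0.66 (Aldh4a1) and 1.07 (Olfr1045), beside atrial marker differences of 0.92 in B6C3F1/J and -1.63 in C57BL/6J. In total 11 genes differed, 5 higher and 6 lower (3187 at an unadjusted p under 0.05). The balance stayed near even after another quantile normalization (7 and 8) and with arrays centred on their median (4 and 5). More genes were lower without dim genes (2 and 18), without DBA/2J CR replicate 7 (205 and 483) and without CBA/J control replicate 1 (15 and 64).

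The hybrid count changed when single arrays were left out. It was 0 without B6C3F1/J CR replicate 2 (limma, with 2060 at an unadjusted p under 0.05), where the 4 named genes had adjusted p-values from 0.102 to 0.151. It was 688 without DBA/2J CR replicate 7, 274 without C57BL/6J CR replicate 4, 79 without CBA/J control replicate 1, 6 without C3H/HeJ control replicate 6 and 177 with the marker covariates. DBA/2J and CBA/J do not enter the contrast. Leaving out their arrays therefore changed the error of the model and not the hybrid effects. The call of Aldh4a1 also ended after another quantile normalization (adjusted p = 0.0552). In control hearts, 337 genes differed between the parents by a log2 of over 1, and B6C3F1/J lay between them for 256 (76.0%), at a median position of 0.207 where C3H/HeJ is 0 and C57BL/6J is 1. Of the 337, 210 were higher in C57BL/6J. Control hearts of C57BL/6J, C3H/HeJ and B6C3F1/J also differed in their marker means, which were 8.61, 7.13 and 6.81 for atrial cardiomyocytes, 8.29, 6.93 and 6.89 for white adipocytes, 7.82, 7.04 and 6.77 for brown adipocytes and 11.4, 12.1 and 12.1 for ventricular cardiomyocytes.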

Values the study reported

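The study reported 25 genes changed by CR in heart in at least 5 of 7 strains, and 87 genes in at least 4 of 7 strains, each at an uncorrected t-test p below 0.01 within a strain. It put the number expected by chance in at least 4 of 7 strains at 0.9 genes for heart. Its analysis used 20,067 unique transcripts and 7 CR mice for DBA heart.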

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

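Both tests of DBA/2J CR replicate 7, the tests with atrial and white adipocyte markers and the test of array noise were chosen after the results were seen, and the fit without the arrays that stand apart was added after the data were seen but before the correlation it gives, as the other tests were fixed before their results.

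Dixon's test for 8 samples set 1 array apart in 7 of 14 groups, by its correlation with the mean of the other 7. Chance gives about 1 in 20 groups for independent values with a normal distribution. Correlations lie under a bound of 1 and here share arrays, so that rate need not hold for them. The arrays were BALB/cJ control replicate 7 (0.974, next 0.991), C57BL/6J CR replicate 4 (0.960, next 0.990), C3H/HeJ control replicate 6 (0.985, next 0.991), CBA/J control replicate 1 (0.895, next 0.991), DBA/2J control replicate 5 (0.963, next 0.989), DBA/2J CR replicate 7 (0.262, next 0.980) and B6C3F1/J CR replicate 2 (0.961, next 0.980). Of 38 groups of values of genes named within strains, 4 held such an array. Tfrc was high in C3H/HeJ control replicate 6 (8.74, next 7.57). In C57BL/6J CR replicate 4, Tuba4a (9.58, next 10.6) and Lrrc10 (8.50, next 9.66) were low and H2-Ab1 (8.50, next 8.09) was high. CR effects differed between strains for 30 genes, and between the hybrid and its parents for 11. Of the 13767 probe sets without a single gene symbol, which entered no comparison, 88 passed the across-strain threshold, 34 higher and 54 lower in CR hearts, and 359 passed without DBA/2J CR replicate 7.

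DBA/2J CR replicate 7 stood apart from all other arrays. A heart of another group under this label is argued against, because the highest correlation of the array with any group mean was 0.264. A weak or failed hybridization is consistent with a 99th percentile of 8.08 against at least 11.3 on every other array. Whether the RNA or the hybridization failed stays open, and no biological explanation was tested.

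The CR effects of C57BL/6J and of its cross B6C3F1/J were negatively correlated across genes (r = -0.166). Single arrays that stand apart are argued against, since r was -0.308 without them. In that fit r of C57BL/6J was also below 0 with CBA/J (-0.318), BALB/cJ (-0.159), C3H/HeJ (-0.134) and DBA/2J (-0.023). It was above 0 with 129S1/SvImJ (0.172), so a negative r was then not particular to the cross. After removal of 3 components of the deviations of arrays from their group means, r was 0.360, and these components held 64.3% of the CR effect in B6C3F1/J and 50.5% in C57BL/6J. With the atrial and white adipocyte marker means as covariates r was 0.194, so unequal amounts of atrial and adipose tissue in the samples are a candidate explanation. The smaller food allotment of C57BL/6J CR mice cannot be told apart from the strain at r = -0.166, because each strain had 1 feeding regimen, but r with B6C3F1/J was 0.437 in 129S1/SvImJ, whose CR mice had the same smaller allotment, so a negative r did not go with that allotment in both strains.

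Far more genes passed in 129S1/SvImJ (1361) than in C3H/HeJ (11). Noisier arrays in C3H/HeJ are argued against by a ratio of 1.00 between the median residual SDs of the strains. An axis of variation between arrays is argued against as the source of the 129S1/SvImJ effect, since 8.99% of it lay on the 3 components. That share cannot tell whether such variation hid effects in C3H/HeJ. The SD of the atrial marker mean was 1.54 in control and 1.51 in CR hearts of C3H/HeJ, against 0.0739 and 0.0591 in 129S1/SvImJ. With the covariates the count rose from 11 to 70 in C3H/HeJ and fell from 1361 to 321 in 129S1/SvImJ. A ratio of 4.59 was left, so the tissue that these markers track did not account for all of the gap. Its share cannot be read from these counts. In 129S1/SvImJ 4 of 13 white adipocyte markers were higher in CR hearts. Lower ones included Pnpla2 (10.6 ± 0.144 in control and 9.75 ± 0.286 in CR, SD, n = 8) and Fabp4 (10.85 ± 0.113 and 10.35 ± 0.116). The covariates may thus also remove a response to CR. The lower food allotment of 129S1/SvImJ CR mice cannot be told apart from the strain. The SD of effects beyond error was 0.130 there and 0.160 in C57BL/6J with the same allotment. In strains without it the SD was 0.199 in B6C3F1/J, 0.0390 in CBA/J, 0.00896 in C3H/HeJ and 0 in BALB/cJ and DBA/2J. Without the 7 arrays that stand apart the SD was unchanged in 129S1/SvImJ and 0.224 in C57BL/6J. It was then 0.168 in B6C3F1/J, 0.0889 in CBA/J, 0.0639 in C3H/HeJ, 0.0473 in DBA/2J and 0.0311 in BALB/cJ. A difference between the strains in their response stays open as a biological explanation. The F test over all strains found an interaction for 30 genes, and for 3 without 129S1/SvImJ. The pair of 129S1/SvImJ and C3H/HeJ was not tested alone.

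Group labels were shuffled within strains, with 100 groupings that include the real one. For genes changed across strains, 1 of the 100 groupings gave as many (1066, highest other 1), and likewise 1 without DBA/2J CR replicate 7 (2399, highest other 8). For genes in at least 4 strain lists (56, highest other 0) and in at least 5 (18, highest other 0) it was 1 each. For the interaction 2 gave as many (30, highest other 112; without DBA/2J CR replicate 7, 3, with 142 and 607), for the hybrid contrast 2 (11, highest other 242; without the array 2, with 688 and 2486), and for the mean correlation of strain effects 3 (0.153, highest other 0.242). Chance is excluded for the genes changed across strains and for those in at least 4 or 5 strain lists, which no other grouping reached. For the interaction, the hybrid contrast and the mean correlation it is not firmly excluded. Other groupings reached their real values, and these numbers are not corrected for the patterns tested. The highest other counts for the interaction and the hybrid contrast were several times the real ones, and the cause was not tested. For the number of lists called by camera chance cannot be excluded, with 43 of 100 for the gene lists (12, highest other 18, median 11) and 80 of 100 for the marker lists (3, highest other 10, median 4). These list counts were shuffled with all arrays only, so every grouping held DBA/2J CR replicate 7. The means of single lists depended on that array (respiratory chain 100 of 100 groupings with it and 1 without it). The medians of 11 and 4 therefore need not hold without it.

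For single lists, the distance of the mean effect from 0 was as large in 1 of the 100 groupings for tubulins and for PPAR-alpha, NRF2, interferon, extracellular matrix, cell cycle and autophagy genes and endothelial markers, and in 3 for fatty acid oxidation. Without DBA/2J CR replicate 7 it was 3 for extracellular matrix and for autophagy genes (whose mean went from -0.10 to -0.04), 2 for endothelial markers, 3 for fatty acid oxidation and 1 for each of the others. With all arrays the number was 5 for MHC class II and complement, 7 for heat shock, 12 for FoxO, 13 for cardiac stress, 24 for macrophages and 54 for white adipocytes. Of lists that camera did not call, it was 4 for circadian clock genes, 12 for cholesterol synthesis, 60 for iron and haem, 78 for glycolysis and 100 for the respiratory chain. Without the array these numbers were 14, 2, 1, 2 and 1, and those of MHC class II and complement, heat shock, FoxO, cardiac stress, macrophages and white adipocytes 9, 11, 31, 27, 8 and 60.

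Within strains, the number of genes at an adjusted p under 0.05 was reached by 1 of the 100 groupings in 129S1/SvImJ (1361, highest other 273). The same held in C3H/HeJ (11, highest other 1), C57BL/6J (50, highest other 1) and CBA/J (3, highest other 1). Chance is excluded in these strains. In B6C3F1/J 2 groupings reached it (181, highest other 2179), so chance is not firmly excluded there, without a correction for the patterns tested. The cause of the count of 2179 in a shuffled grouping of B6C3F1/J was not tested. In BALB/cJ (0, highest other 1) and DBA/2J (0, highest other 0) all 100 reached the count of 0. At an unadjusted p under 0.01 chance is excluded in 129S1/SvImJ (1 of 100, 2072, highest other 1290). It is not firmly excluded in B6C3F1/J (4 of 100, 1503, highest other 2950). It cannot be excluded in BALB/cJ (18 of 100, 317, highest other 1159), C3H/HeJ (11 of 100, 404, highest other 1044), C57BL/6J (6 of 100, 849, highest other 1972), CBA/J (7 of 100, 312, highest other 532) and DBA/2J (11 of 100, 47, highest other 219).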

How the results depend on the processing

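The fits without the 7 arrays that stand apart, together or in turn, with the marker covariates, and with 2 choices changed together were chosen after the data were seen. For changed values the cause was not tested, except that fewer arrays or genes entered some fits. Leaving out arrays of strains outside the hybrid contrast changed its error and not its effects. For named genes across strains 1799 of 1916 values under other settings stayed past the threshold in the same direction and 117 did not, for the interaction 177 of 184, for the hybrid contrast 77 of 83 and within strains 506 of 606. For the 36 lists, 431 of 574 kept direction and side of the threshold, 77 lost a call, 20 gained one and 46 changed direction. Arrays have no depth, and differences of dim genes are limited by background.

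With array weights 2431 genes were higher and 2051 lower across strains, 5146 had an interaction and 5874 a hybrid difference. Within strains 4255 passed in B6C3F1/J (4148 at p under 0.01), 17 in C3H/HeJ, 2072 in C57BL/6J (2713), 212 in CBA/J (1144) and 41 in DBA/2J (652), and 225, 69 and 21 genes were in at least 4, 5 and 6 strain lists. Without dim genes the hybrid count was 20, B6C3F1/J had 386 genes, 2 gene lists were called higher and 6 lower, and 1 marker list lower. After another quantile normalization CBA/J had 7 genes and 3 were in at least 6 lists.

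Without 129S1/SvImJ 209 genes were higher and 179 lower, 3 had an interaction and 6 a hybrid difference, and 0 marker lists were called higher (1 with all strains). Without B6C3F1/J 204 genes were lower, 5 gene lists were higher, 0 marker lists higher and 4 lower. Without BALB/cJ the hybrid count was 7. Without C57BL/6J the interaction count was 15, 2 gene lists were higher and 1 marker list lower. Without CBA/J it was 11, and 0 marker lists were higher. Without DBA/2J 1438 genes were higher and 819 lower, with 149 and 172 for the interaction and the hybrid contrast, and 3 gene lists higher and 7 lower.

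Without the 7 arrays 1782 genes were higher and 1349 lower, 1830 had an interaction and 2138 a hybrid difference. C3H/HeJ had 30 genes, C57BL/6J 913 (1894 at p under 0.01), CBA/J 80 (730) and DBA/2J 13 (372). In at least 4, 5 and 6 lists were 131, 51 and 17 genes, 3 gene lists were higher and 6 lower, and 1 marker list was lower. The call of MHC class II and complement genes ended (camera, adjusted p = 0.137).

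With the marker covariates and without DBA/2J CR replicate 7, 1739 genes were higher and 1052 lower, with 219 for the interaction and 177 for the hybrid contrast. Counts were 321 in 129S1/SvImJ (1079 at p under 0.01), 88 in B6C3F1/J, 70 in C3H/HeJ (801), 18 in C57BL/6J (368), 23 in CBA/J (682), 17 in DBA/2J (494) and 552 at p under 0.01 in BALB/cJ. In at least 4, 5 and 6 lists were 116, 48 and 17 genes, 5 gene lists were higher and 7 lower, and 1 marker list was lower. The atrial and white adipocyte lists cannot be judged there, as their means are the covariates.

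The replicate numbers were not taken to pair the mice, because not every same-numbered pair had a correlation of deviations over 0.1 (26 of 56, median 0.0818, from -0.441 to 0.674). As a hint of pairing, 16 of 56 control arrays correlated best with the CR array of their own number, where chance gives 1 in 8, and in BALB/cJ the median was 0.304, with 6 of 8 pairs over 0.1 and 4 of 8 best with their own number. With the replicate number as a block B6C3F1/J had 465 genes, C3H/HeJ 1, CBA/J 0 and BALB/cJ 557 at p under 0.01, the across-strain counts were 564 and 576, and the call of Aldh4a1 in the hybrid contrast ended (adjusted p = 0.0554). The block also ended the limma calls of Lonrf3, Gsta3 and Ciart in CBA/J (adjusted p = 0.0754 each). In C3H/HeJ those of Alas1 (0.1055), Gclm (0.2176) and Slc40a1 (0.1646) ended.

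With the methods' t-test on log2 values C3H/HeJ had 4 genes and 3 were in at least 6 lists. On linear signals C3H/HeJ had 2, CBA/J 1 and DBA/2J 88 at p under 0.01, and 2 were in at least 6 lists. Without DBA/2J CR replicate 7 the t-test gave 4 in C3H/HeJ, 280 at p under 0.01 in DBA/2J, and 93 and 28 in at least 4 and 5 lists, and on linear signals 2, 1 in CBA/J, 280 and 86, with 2, 1, 281 and 86 for the brightest probe set of each strain. With all 14 groups in 1 fit 129S1/SvImJ had 140 (534 at p under 0.01), B6C3F1/J 774, C3H/HeJ 2 (59), C57BL/6J 256, DBA/2J 56 (1381) and BALB/cJ 57 at p under 0.01, and 33, 8 and 3 genes were in at least 4, 5 and 6 lists.

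With an estimated correlation between genes 2 gene lists were called lower and 0 marker lists higher or lower, also without DBA/2J CR replicate 7 or the 7 arrays. With fry 4 gene lists were lower and 0 marker lists were called. Over genes called across strains the mean r of strain effects was 0.643.

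Leaving out 1 array that stands apart, 524 to 1534 genes were higher, 472 to 865 lower, 27 to 142 had an interaction, 0 to 688 a hybrid difference, and 18 to 28 and 4 to 10 were in at least 5 and 6 lists. Without DBA/2J CR replicate 7, 3 gene lists were higher and 7 lower. Leaving out 1 array of a strain gave 54 to 1628 in B6C3F1/J (963 to 2714 at p under 0.01), 1 to 30 in C3H/HeJ, 18 to 913 in C57BL/6J (601 to 1894), 2 to 80 in CBA/J (231 to 730), 0 to 2 in DBA/2J (31 to 251) and 210 to 437 at p under 0.01 in BALB/cJ.

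Lists that changed direction were not called with all arrays, and their mean log2 effects follow. The respiratory chain list was directed down with fry (-0.00778) and without 129S1/SvImJ (-0.0206), B6C3F1/J (-0.0163), BALB/cJ (-0.0230), C57BL/6J (-0.0386) and CBA/J (-0.0236). Glucocorticoid genes turned without C57BL/6J (-0.0262) and CBA/J (-0.00962). Iron and haem genes turned without dim genes (0.0319), DBA/2J (0.0659), DBA/2J CR replicate 7 (0.0651) and the 7 arrays (0.0697) and with covariates (0.0630). Citric acid cycle genes turned without DBA/2J (0.0298), DBA/2J CR replicate 7 (0.0359) and the 7 arrays (0.00332) and with covariates (0.0311). Lipogenesis genes turned without DBA/2J (0.0495) and the 7 arrays (0.0835), and with covariates they were called higher (0.0904, camera, adjusted p = 0.00495). Without covariates, camera with an estimated correlation gave an adjusted p of 0.9415, and 0.982 without DBA/2J CR replicate 7.

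Ventricular markers turned without dim genes (-0.0277), DBA/2J (0.0665), DBA/2J CR replicate 7 (0.0797) and the 7 arrays (0.0523) and with covariates (0.0470). Atrial markers turned without B6C3F1/J (-0.140), CBA/J (-0.0867), C3H/HeJ (-0.0643) and DBA/2J CR replicate 7 (0.0287), mesothelium without C57BL/6J (0.0893) and the 7 arrays (0.0583), and fibroblasts without the 7 arrays (0.0154). Schwann markers turned without dim genes (0.0239), 129S1/SvImJ (0.0222), B6C3F1/J (0.0143) and C57BL/6J (0.0278).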

Other observations

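The fits without arrays that stand apart and those with marker covariates were chosen after the results were seen.

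Single hearts carried marker signals far from those of the other 7 of their group. CBA/J control replicate 1 had low ventricular (10.9, others 11.8 to 12.2) and endothelial (7.16, others 8.27 to 8.53) marker means and high white adipocyte (8.19, others 6.48 to 6.63), brown adipocyte (8.16, others 6.58 to 6.69), atrial (8.07, others 6.01 to 6.33) and lymphocyte (5.50, others 4.42 to 4.68) marker means. C57BL/6J CR replicate 4 had low ventricular markers (11.1, others 11.8 to 12.3) and the highest white adipocyte mean of its group (9.26, next 8.43). The endothelial mean was low in B6C3F1/J CR replicate 2 (7.22, others 8.04 to 8.38). Lymphocyte means were high in BALB/cJ control replicate 7 (7.17, others 4.42 to 4.66) and DBA/2J control replicate 5 (7.87, others 4.54 to 4.81).

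Fabp4, an abundant adipocyte gene, had a log2 signal of 11.3 in control and 10.8 in CR hearts of C57BL/6J, and Nppa was 10.9 ± 1.48 (SD, n = 8) in control and 12.2 ± 1.19 in CR hearts of B6C3F1/J, against 11.9 ± 0.273 in control hearts of 129S1/SvImJ. With the atrial and white adipocyte marker means as covariates, the correlation of strain effects was above 0 for 21 of 21 pairs, from 0.0941 to 0.523.

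With the methods' t-test on log2 values of all arrays at the threshold of the study, 14 genes were in at least 5 of 7 strain lists. That is lower than the number quoted from the study above, which was made on the linear scale and without a DBA/2J array. On linear signals and without DBA/2J CR replicate 7, 26 genes were in at least 5 lists and 86 in at least 4. On linear signals with that array these counts were 17 and 68, farther from the numbers of the study. On log2 values without that array these counts were 28 and 93.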
